A study of Homo sapiens with 54 samples. Its data were reported in "Gene expression based inference of cancer drug sensitivity" (2022).

How the data were processed

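RNA-seq was carried out on 54 tumours grown from LNCaP cells, an androgen-sensitive human prostate cancer cell line, under the skin of NOD-SCID mice, which lack a working adaptive immune system. Per the labels, each tumour came from its own mouse and belonged to 1 of 5 groups. PRE-CX tumours (n = 9) were from mice with mock surgery. POST-CX tumours (n = 8) were collected at the fall in serum prostate-specific antigen after castration. CRPC tumours (n = 10) had relapsed after castration. Mice of the enzalutamide groups received enzalutamide at 10 mg/kg once the antigen rose again after castration, and their tumours were collected while responding (ENZS, n = 12) or after relapse on the drug (ENZR, n = 15). The labels number the mice, and these numbers are used here as names only. No number is shared between groups, so no samples were paired, and the labels give no batch, litter or date.

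The authors extracted total RNA, prepared strand-specific libraries of polyadenylated RNA and sequenced paired ends. According to the methods of the study, reads were checked with FastQC, trimmed with TrimGalore, aligned with STAR to a combined reference of human GRCh38 and mouse GRCm38, and quantified with RSEM. The values deposited by the authors are TPM, a relative measure of transcript abundance, per human gene symbol. Mouse genes were left out after quantification, and the versions of these tools were not stated. The table held 60642 symbols, all unique, with values to 2 decimals except in 30 symbols with 3 decimals, and 39909 symbols were above 0 in at least 1 tumour. No values for spike-in controls were among them. The labels give about 40 M read pairs per sample, but TPM hold no read depth of the single tumours, so no counting interval is given. The precision of a group mean therefore rests on the spread between tumours.

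TPM of 1 tumour over all transcripts sum to 1000000. Over the human symbols they summed to less, from 12.1% to 97.5% of 1000000 with a median of 89.9%. A low total lowers each gene of that tumour by the same factor. Values were used as deposited, and rescaling each tumour to 1000000 was tried as an alternative. For log2 values, a pseudocount of 1 TPM was added, so that changes of genes near or below 1 TPM are understated. RSEM divides reads among near-identical copies, so values of ORM1, which has a close paralog in ORM2, and of the ribosomal protein genes, which have many processed pseudogenes, are uncertain at that level.

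Genes at 1 TPM or more in at least 8 tumours (17131 genes) were tested with limma (version 3.58.1 in R 4.3.3) in 1 fit of the 5 group means over all 54 tumours, with the trend option of its empirical Bayes step and Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 difference of at least 1. Each castrated or treated group was compared with PRE-CX, ENZR with ENZS, CRPC with POST-CX, and ENZS with CRPC, which makes 7 comparisons. The same fit also tested the difference between the relapse step under enzalutamide (ENZR minus ENZS) and the relapse step after castration (CRPC minus POST-CX).

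Gene lists were scored per tumour with GSVA (gseapy 1.3.1, Python 3.11.15) on log2(TPM + 1) of the 39909 symbols, which gives a score between -1 and 1 that ranks the list's genes within a tumour. The lists were written by hand: DNA replication (35 genes), S phase (43), G2/M (54), ribosomal protein (79), proteasome (31), androgen-induced (26), neuroendocrine (20), ERBB receptor and ligand (15), cholesterol synthesis (24) and hypoxia (24). They are not the pathway collection of the study. The proliferation index is the mean of the DNA replication, S phase and G2/M scores. A list of stroma and blood genes (25) served only to test for reads of the mouse host. Of the neuroendocrine list 5 genes and of the ERBB receptor and ligand list 9 genes passed the expression filter.

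Group means of scores were compared by two-sided permutation tests over tumours (scipy 1.17.1), exact where a group had fewer than 10 tumours and otherwise with 100000 resamples. Benjamini-Hochberg adjustment ran over 11 scores and 7 comparisons, and over the 11 scores for the difference between the relapse steps. For that difference, treatment labels were permuted within the responding tumours (POST-CX and ENZS) and within the resistant tumours (CRPC and ENZR). The null is thus no treatment effect at either stage, and a large treatment effect widens the spread of the resampled differences. The spread of 2 groups was compared by a permutation test of the mean absolute deviation from the group median. The relation of the androgen-induced score to the proliferation index was tested within each group with Pearson's r and Spearman's rho, each with a permutation p, adjusted over the 5 groups.

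The groups, tests, gene lists and most alternatives were fixed before the data were examined, and so was the rule for naming genes. That rule named a panel of genes (KLK3, FKBP5, TMPRSS2, MKI67, TOP2A, EGFR, ERBB2, ERBB3, NR3C1 and CHGA) and, in each comparison, the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 5 TPM in the higher group. CHGA did not pass the expression filter, which left 9 panel genes. The panel as first fixed held 2 more genes, which were taken out after the results were seen and are not reported here, and counts over the panel were computed without them. Genes outside the rule are named as chosen after their values were seen. The alternatives were a pseudocount of 0.1, no expression filter, a mean of at least 5 TPM, a fit of only the groups compared, rescaled TPM, centring on the median, quantile normalisation, array weights, a rank-sum test, no log2 threshold and, for the lists, scores over only the tested symbols, mean z-scores and rank-sum tests. Leaving out the 2 tumours of lowest total (ENZR mouse 87 and POST-CX mouse 91), with and without rescaling, the log2 TPM total as a covariate, and rescaled z-scores were added after seeing the data.

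Both procedures were tested on simulated data of the same size. With 200 of 17131 genes changed by a log2 value of 1.5, 98.5% were called in a comparison of the sizes of ENZR and ENZS, with 1 unchanged gene called. With a change of 3, all 200 were called. The changed genes all had a mean log2(TPM + 1) above 3. The noise was Gaussian, independent between genes, with the same SD in every group. The simulation thus held no tumours of low total, no unequal spread between groups and no changed genes of low expression. The share called in the real data may be lower. A simulated list raised by 0.5 had a score difference of 0.836, and an unchanged list one of -0.00492 (permutation p 0.958). Gene positions are those of the RefSeq annotation of GRCh38.p14, in which 14091 of the 17131 tested symbols were found. No 2 tumours were copies of the same library: the highest share of identical values between any 2 tumours was 2.03%, and the highest correlation was 0.986.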

Results

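Gene expression was measured in 54 LNCaP xenograft tumours covering the growth of the model with androgens (PRE-CX, n = 9), the response to castration (POST-CX, n = 8), castration resistance (CRPC, n = 10), and the response (ENZS, n = 12) and resistance (ENZR, n = 15) to enzalutamide, an antiandrogen. The values were TPM of human genes. Between 9693 and 16313 genes reached 1 TPM in a tumour. Human TPM totals were 89.6% ± 5.6 of 1000000 in PRE-CX (SD, n = 9), 78.7% ± 23.4 in POST-CX (n = 8), 92.1% ± 5.63 in CRPC (n = 10), 87.5% ± 6.86 in ENZS (n = 12) and 81.3% ± 20.9 in ENZR (n = 15). The wide spread of POST-CX and ENZR came from single tumours, with totals of 27.9% in POST-CX mouse 91, 59.7% in POST-CX mouse 48, 12.1% in ENZR mouse 87 and 66.7% in ENZR mouse 103. Because these totals scale every gene of a tumour, results are given for the values as deposited. For printed results, rescaled values are added where rescaling changed a direction, a call or the balance of higher to lower genes.

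**Figure D1:**
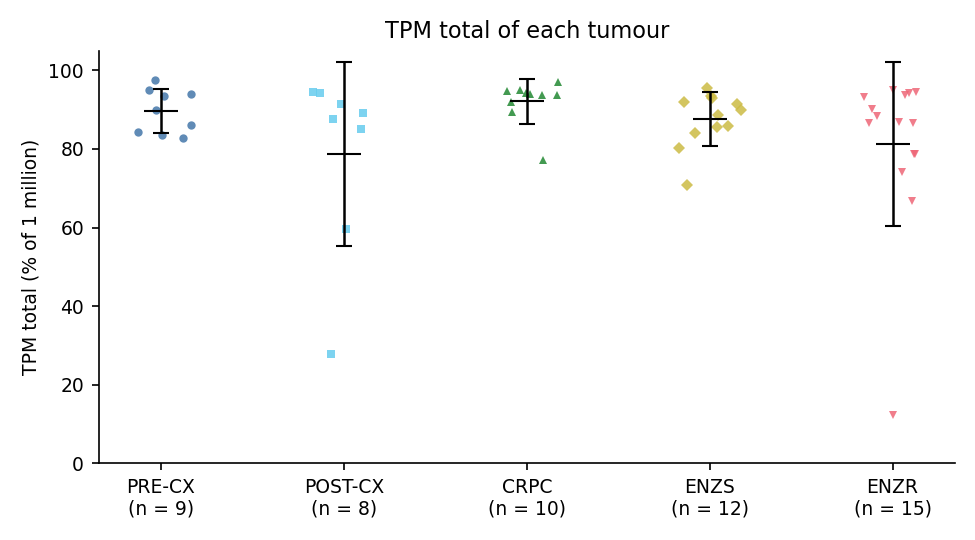
TPM total over human genes (y axis, % of 1000000) of each tumour by group (x axis). Points are tumours, and bars show the mean ± SD; most tumours lie near the median of 89.9%, with ENZR mouse 87 at 12.1% and POST-CX mouse 91 at 27.9% far below.

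The first comparison set POST-CX against PRE-CX. According to the methods of the study, PRE-CX tumours were taken at the endpoint for tumour size. POST-CX tumours were taken a week after castration, which was done at a smaller size. Differences between these groups may thus follow from tumour size and time as well as from castration. The other groups may also differ from PRE-CX in their point of collection. Between POST-CX and PRE-CX, limma called 448 of 17131 genes, 157 higher and 291 lower. The alternative that moved this count most was a pseudocount of 0.1, with 742 genes. The balance between the directions depended on the scaling: with rescaled TPM 643 genes were called, 421 higher and 222 lower, and the median log2 difference of all genes moved from -0.05 to 0.16. The genes with the largest rises were DDC (chromosome 7, 50458442 to 50565405), ATP1B1 (chromosome 1, 169106690 to 169132719) and OPRK1 (chromosome 8, 53225724 to 53251637), all protein-coding. DDC rose by 5.25 on the log2 scale (SE 0.57, limma adjusted p 4.46e-10), from 12.0 ± 18.4 TPM (SD, n = 9) to 267 ± 97.9 TPM (n = 8), and was above the PRE-CX range in 8 of 8 tumours. ATP1B1 rose by 4.11 (SE 0.48, limma adjusted p 6.86e-09) and OPRK1 by 3.44 (SE 0.52, limma adjusted p 4.31e-06), each also above the PRE-CX range in 8 of 8 tumours. The largest falls were those of ANGPT2 (chromosome 8, 6499632 to 6563245), which fell by 4.21 (SE 0.55, limma adjusted p 9.37e-08) from 117 ± 64.9 to 7.18 ± 7.42 TPM, and of AP001160.5, which has no position in the annotation used and fell by 4.19 (SE 0.84, limma adjusted p 0.000608). ORM1 (chromosome 9, 114323098 to 114326479) fell by 4.02 (SE 0.24, limma adjusted p 4.69e-20), subject to reads shared with its paralog. ANGPT2 and ORM1 were below the PRE-CX range in 8 of 8 tumours and AP001160.5 in 7 of 8.

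Of the 9 panel genes tested, 2 had an adjusted p under 0.05 between POST-CX and PRE-CX when adjusted over all genes, and 4 when adjusted over the list alone. Rescaled TPM gave 4 over all genes. FKBP5 (chromosome 6, 35573590 to 35728583) and TMPRSS2 (chromosome 21, 41464305 to 41508158), both induced by androgens, had log2 differences of -2.64 (SE 0.40, limma adjusted p 4.56e-06) and -1.89 (SE 0.40, limma adjusted p 0.00122), and each was below the PRE-CX range in 8 of 8 tumours. KLK3 (chromosome 19, 50854915 to 50860764), which encodes prostate-specific antigen, went from 4156 ± 1465 TPM to 1343 ± 734 TPM and was lower in 8 of 8 tumours. Its log2 difference of -1.85 (SE 0.63) did not pass over all genes (limma adjusted p 0.0825), and passed with rescaled TPM at -1.58 (limma adjusted p 0.0198, range over the alternatives 0.000538 to 0.175). ERBB2 (chromosome 17, 39688094 to 39728658) did not pass as deposited, at 0.75 (SE 0.31, limma adjusted p 0.184), and passed with rescaled TPM at 1.02.

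Lists of genes gave a score per tumour. The androgen-induced score was 0.733 ± 0.0706 in PRE-CX (SD, n = 9) and -0.403 ± 0.231 in POST-CX (n = 8), a difference of -1.14 (exact permutation p 4.11e-05, the smallest these group sizes can give, adjusted p 0.000167) with 8 of 8 tumours below the PRE-CX median. This list shares KLK3, FKBP5, TMPRSS2 and ORM1 with the named genes. The proliferation index was 0.675 ± 0.0756 in PRE-CX and 0.399 ± 0.409 in POST-CX, a difference of -0.276 (exact permutation p 0.00383, adjusted p 0.00950) with 7 of 8 tumours below the PRE-CX median. Of its lists, DNA replication and S phase passed (exact permutation, adjusted p 0.00136 and 0.034) and G2/M did not (adjusted p 0.125). S phase did not pass with rescaled TPM (-0.226, adjusted p 0.116, permutation test, range over the alternatives 0.0321 to 0.191). DNA replication had an adjusted p of up to 0.115 over the alternatives (permutation tests). POST-CX mouse 91 had an index of -0.582 while the other tumours of the group lay between 0.380 and 0.734. Without it and ENZR mouse 87 the difference was -0.149 (adjusted p 0.0233, permutation test), and with rescaled TPM it no longer passed, at -0.227 (adjusted p 0.0852, permutation test, range over the alternatives 0.000194 to 0.187). Cholesterol synthesis and hypoxia scores were lower in POST-CX by differences of -0.905 (exact permutation, adjusted p 0.000167) and -1.06 (adjusted p 0.000413), in 8 of 8 tumours each. The proteasome score was lower too, at -0.624 (exact permutation, adjusted p 0.0115) with 7 of 8 tumours, which did not hold with z-scores (adjusted p 0.0565, range over the alternatives 0.00102 to 0.111). Ribosomal protein, neuroendocrine and ERBB scores did not differ beyond the spread between tumours (exact permutation, adjusted p 0.168, 0.521 and 0.181).

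**Figure D2:**
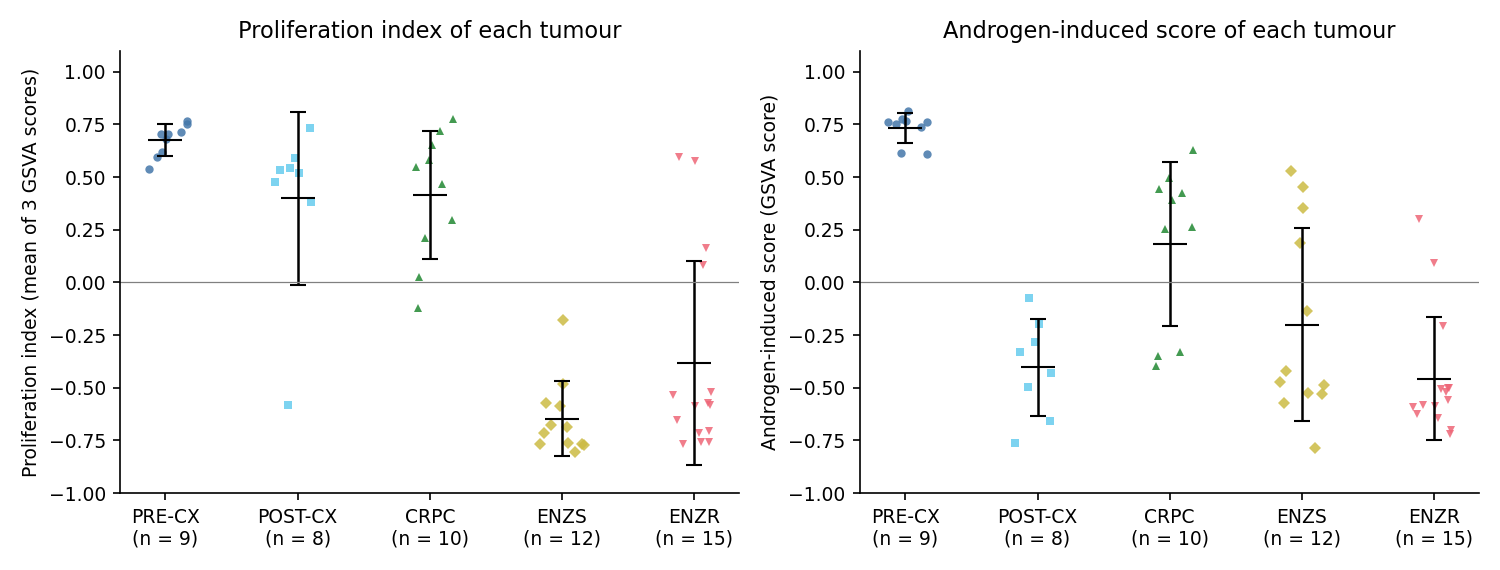
Proliferation index (mean of 3 GSVA scores) and androgen-induced GSVA score (y axes, no unit) of each tumour by group (x axes). Points are tumours, and bars show the mean ± SD; ENZS tumours have the lowest mean index at -0.647, and POST-CX and ENZR tumours the lowest mean androgen-induced scores at -0.403 and -0.456.

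Relapse after castration was first set against the starting state. Between CRPC and PRE-CX, 543 genes were called, 371 higher and 172 lower, and 499 genes after centring each tumour on its median, 265 higher and 234 lower, which moved the median of all genes from 0.11 to -0.01. The largest rises were those of OPRK1 at 4.53 (SE 0.49, limma adjusted p 5.36e-10), DDC at 4.48 (SE 0.53, limma adjusted p 7.78e-09) and ATP1B1 at 4.19 (SE 0.46, limma adjusted p 5.63e-10), above the PRE-CX range in 10, 9 and 10 of 10 tumours. LOX (chromosome 5, 122063195 to 122078259) fell by 4.27 (SE 0.24, limma adjusted p 1.72e-21), from 31.1 ± 15.3 TPM (SD, n = 9) to 0.655 ± 1.08 TPM (n = 10), ORM1 fell by 4.24 (SE 0.23, limma adjusted p 1.94e-22) and ANGPT2 fell by 4.20 (SE 0.52, limma adjusted p 1.69e-08), each below the PRE-CX range in 10 of 10 tumours. On the panel, 1 of 9 genes passed over all genes, 2 adjusted over the list alone and 4 over all genes with rescaled TPM. FKBP5 fell by 2.28 (SE 0.38, limma adjusted p 2.49e-05), at 30.9 ± 14.7 TPM, in 10 of 10. KLK3 stood at 4308 ± 1217 TPM (n = 10), within the PRE-CX range in 9 of 10 tumours. The 3 genes that passed with rescaled TPM but not as deposited were TMPRSS2 at -1.14, ERBB2 at 0.59 and ERBB3 (chromosome 12, 56080108 to 56103505) at -0.40, against -1.10, 0.63 and -0.36 as deposited (limma adjusted p 0.0579, 0.221 and 0.524). The androgen-induced score was 0.183 ± 0.389 (n = 10), lower than in PRE-CX by a difference of -0.550 (exact permutation, adjusted p 0.000379) in 10 of 10 tumours. The proliferation index was 0.416 ± 0.302, a difference of -0.260 (exact permutation, adjusted p 0.0370) with 8 of 10 tumours below the PRE-CX median. Of its lists, only DNA replication passed (exact permutation, adjusted p 0.019, up to 0.0925 over the alternatives), and S phase and G2/M did not (adjusted p 0.0676 and 0.0688). The index did not pass under a rank-sum permutation test (adjusted p 0.0876, range over the alternatives 0.000768 to 0.0925). Of the lists outside the index and the androgen-induced list none passed, with adjusted p between 0.0778 for hypoxia and 0.893 for cholesterol synthesis by exact permutation tests, and an unadjusted p of 0.0475 for hypoxia.

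The largest differences from PRE-CX were those of the enzalutamide groups. In ENZS 2180 genes were called, 1620 higher and 560 lower. Centring each tumour on its median gave 1822 genes, 880 higher and 942 lower, since the median of all genes stood 0.26 above PRE-CX in the deposited values. In ENZR 1464 genes were called, 796 higher and 668 lower, and 1792 with rescaled TPM, 72.5% of them higher, with a shift of the median of all genes from 0.07 to 0.25. Centring went the other way, with 1457 genes, 703 higher and 754 lower, and a median of 0.02. DDC rose by 6.17 in ENZS (SE 0.51, limma adjusted p 1.87e-14) to 587 ± 393 TPM (SD, n = 12) and by 5.54 in ENZR (SE 0.49, limma adjusted p 1.59e-13) to 448 ± 331 TPM (n = 15). AOC1 (chromosome 7, 150852120 to 150861504) rose from 0.416 ± 0.420 TPM in PRE-CX to 143 ± 98.3 TPM in ENZS and 105 ± 106 TPM in ENZR, by log2 differences of 6.11 (SE 0.62, limma adjusted p 2.11e-11) and 5.33 (SE 0.59, limma adjusted p 3.31e-10), above the PRE-CX range in 12 of 12 and 15 of 15 tumours. OPRK1 was higher by 5.55 (SE 0.47, limma adjusted p 5.32e-14) and 4.77 (SE 0.45, limma adjusted p 1.79e-12). The largest falls in ENZS were those of ORM1 at -4.57 (SE 0.22, limma adjusted p 5.18e-25), LOX at -4.44 (SE 0.23, limma adjusted p 2.85e-23) and AL589182.1, which has no position in the annotation used, at -4.21 (SE 0.46, limma adjusted p 2.24e-10). In ENZR they were AL589182.1 at -5.02 (SE 0.44, limma adjusted p 1.29e-13), LOX at -4.58 (SE 0.22, limma adjusted p 5.96e-25) and ANGPT2 at -4.55 (SE 0.47, limma adjusted p 3.74e-11), each below the PRE-CX range in 15 of 15 tumours.

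**Figure D3:**
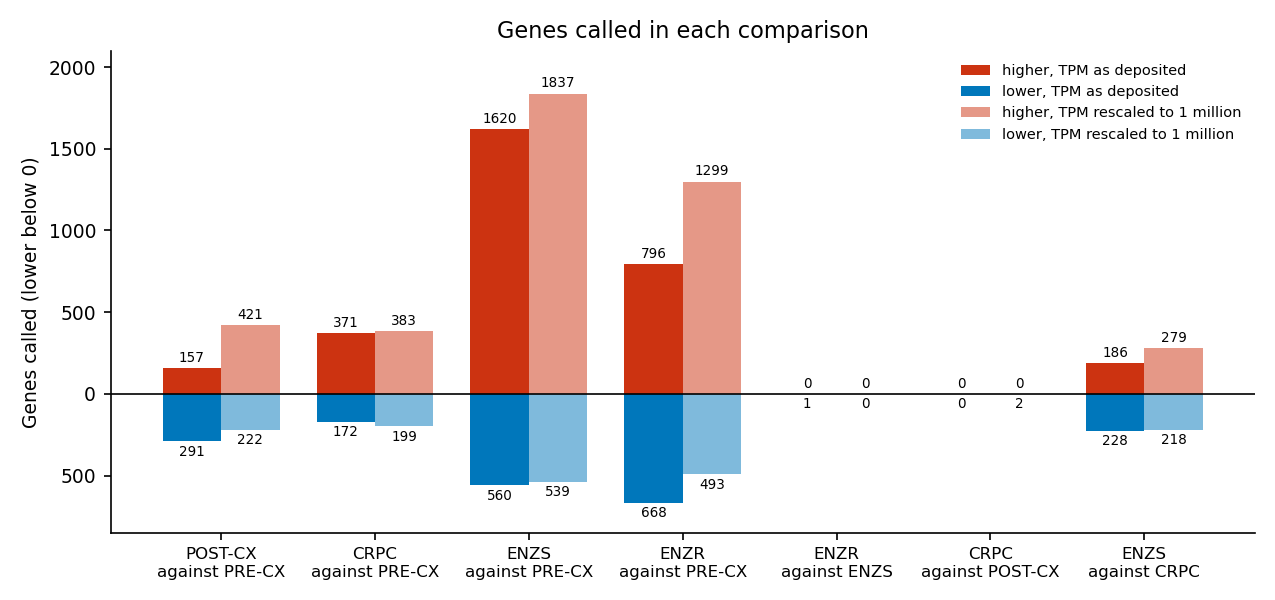
Number of genes called by limma (y axis, higher above 0 and lower below 0) in the comparisons of 2 groups (x axis), for TPM as deposited and rescaled to 1000000 per tumour. ENZS against PRE-CX has the most calls, 2180 as deposited, while ENZR against ENZS has 1 and CRPC against POST-CX has 0.

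On the panel, 6 of 9 genes had a limma adjusted p under 0.05 over all genes in ENZS and 7 in ENZR, the same numbers as when adjusted over the list alone, and 8 in each with rescaled TPM. FKBP5 had log2 differences of -2.91 (SE 0.36, limma adjusted p 6.67e-09) and -3.42 (SE 0.35, limma adjusted p 1.89e-11), and TMPRSS2 of -1.72 (SE 0.36, limma adjusted p 0.00012) and -2.17 (SE 0.34, limma adjusted p 2.18e-06), each lower than the PRE-CX median in every tumour of both groups. KLK3 was at 2281 ± 1340 TPM in ENZS, a log2 difference of -1.13 (SE 0.57, limma adjusted p 0.111) with 10 of 12 tumours below the PRE-CX median, which passed with rescaled TPM (adjusted p 0.0401, range over the alternatives 0.0166 to 0.216). In ENZR it fell by 2.04 (SE 0.55, limma adjusted p 0.00315) to 1789 ± 1872 TPM, in 12 of 15 tumours.

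Genes of cell division and of other receptors also moved. MKI67 (chromosome 10, 128096659 to 128126423) was at 12.5 ± 5.91 TPM in PRE-CX (SD, n = 9), 1.81 ± 1.45 TPM in ENZS (n = 12) and 3.8 ± 3.53 TPM in ENZR (n = 15), log2 differences from PRE-CX of -2.29 (SE 0.32, limma adjusted p 6.52e-08) and -1.69 (SE 0.31, limma adjusted p 1.97e-05). TOP2A (chromosome 17, 40388525 to 40417896) had log2 differences of -2.84 (SE 0.44, limma adjusted p 6.73e-07) and -2.05 (SE 0.42, limma adjusted p 0.000148). ERBB2 rose from 65.7 ± 17.5 TPM to 172 ± 61.5 TPM in ENZS and 141 ± 53.4 TPM in ENZR, by 1.33 (SE 0.28, limma adjusted p 0.000167) in 12 of 12 tumours and by 0.94 (SE 0.27, limma adjusted p 0.00618) in 14 of 15. The rise in ENZR was below the log2 threshold of 1 as deposited and above it with rescaled TPM, at 1.19 (limma adjusted p 4.77e-07). NR3C1 (chromosome 5, 143277931 to 143435512), the glucocorticoid receptor, rose from 0.450 ± 0.348 TPM to 3.93 ± 2.23 TPM and 3.67 ± 3.10 TPM, by 1.67 (SE 0.28, limma adjusted p 3.03e-06) in 12 of 12 tumours and by 1.37 (SE 0.27, limma adjusted p 6.99e-05) in 13 of 15. EGFR (chromosome 7, 55019017 to 55211628) and ERBB3 did not pass in either group. With rescaled TPM EGFR passed in both, with log2 differences of 0.44 in ENZS and 0.40 in ENZR, and ERBB3 in neither.

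**Figure D4:**
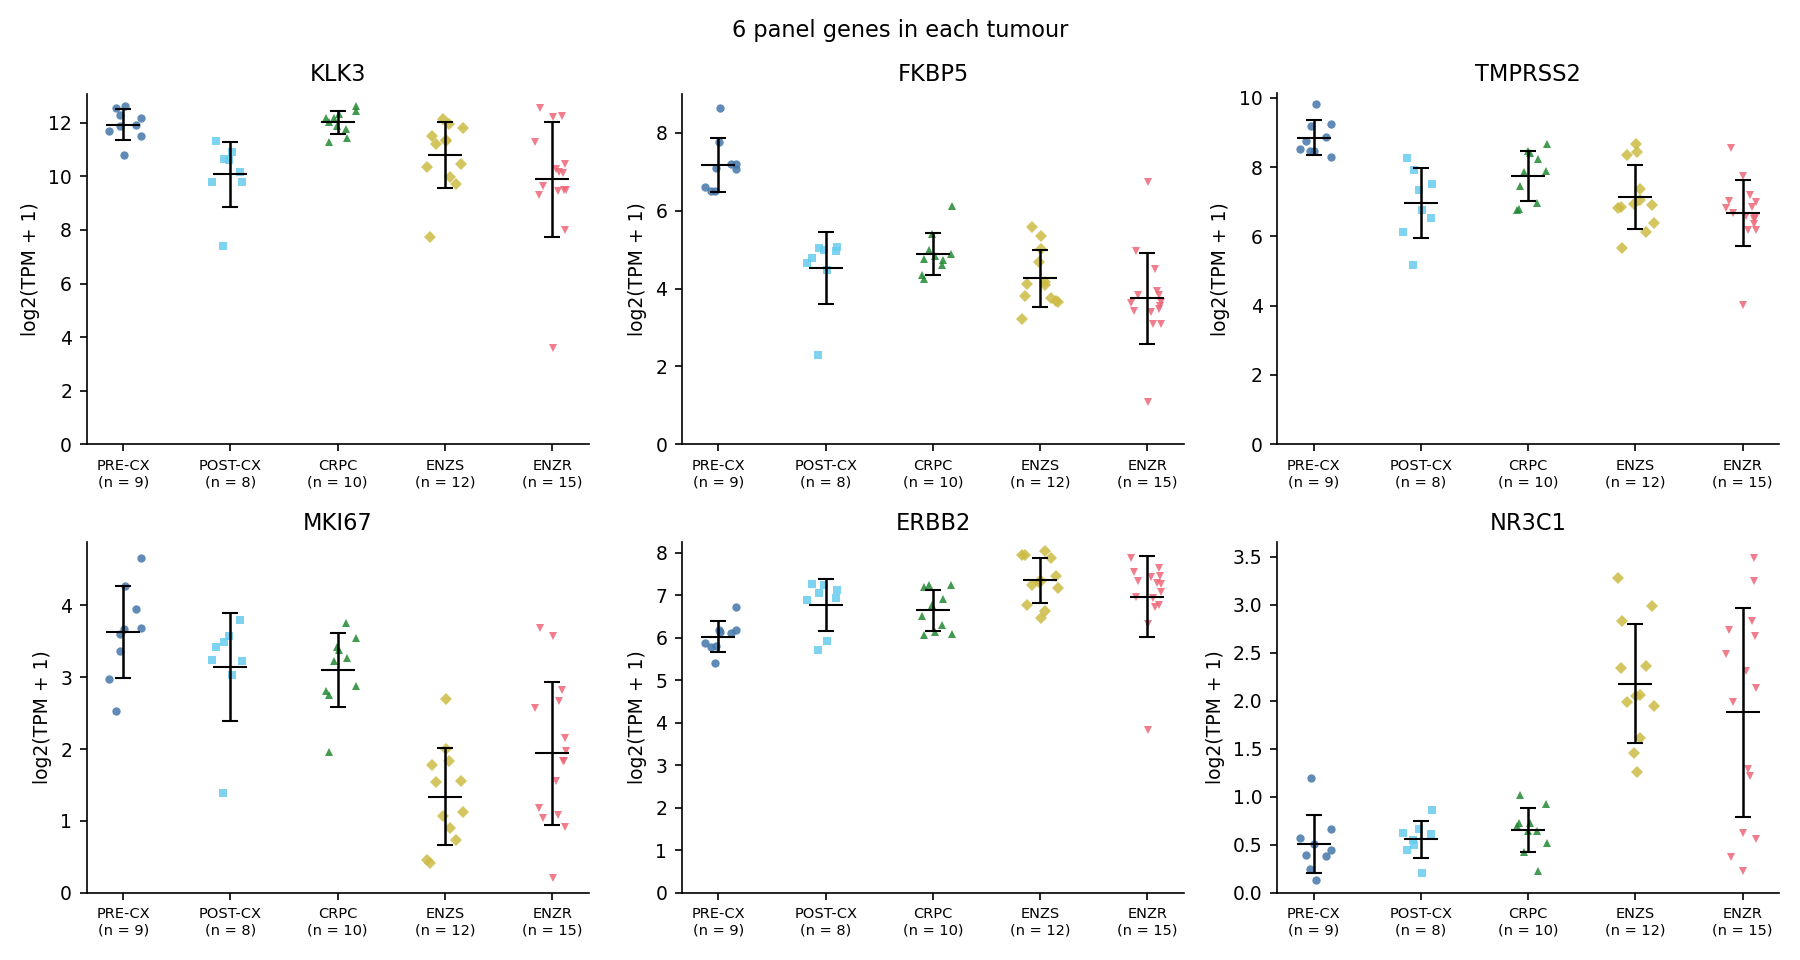
Expression of 6 panel genes (y axes, log2(TPM + 1)) in each tumour by group (x axes). Points are tumours, and bars show the mean ± SD; FKBP5 is highest in PRE-CX with a mean of 161 TPM, and MKI67 is lowest in ENZS with a mean of 1.81 TPM.

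List scores of both enzalutamide groups differed from PRE-CX. The proliferation index was -0.647 ± 0.178 in ENZS (SD, n = 12), a difference from PRE-CX of -1.32 (exact permutation p 3.4e-06, the smallest possible, adjusted p 4.21e-05), and -0.382 ± 0.483 in ENZR (n = 15), a difference of -1.06 (exact permutation, adjusted p 0.000133), with every tumour of both groups below the PRE-CX median. The androgen-induced score was -0.200 ± 0.459 in ENZS and -0.456 ± 0.293 in ENZR, differences of -0.933 (exact permutation, adjusted p 0.000223) and -1.19 (p 7.65e-07, the smallest possible, adjusted p 4.21e-05), again in every tumour. Ribosomal protein scores were lower by -1.17 and -1.04 (exact permutation, adjusted p 8.73e-05 and 0.000420) in every tumour, subject to reads shared with pseudogenes. Cholesterol synthesis scores were lower by -0.659 and -0.728 (exact permutation, adjusted p 0.000980 and 0.000549) in 12 of 12 and 14 of 15 tumours, with adjusted p of up to 0.0574 and 0.108 over the alternatives. The ERBB score was higher by 0.588 in ENZS (exact permutation, adjusted p 4.21e-05) in 12 of 12 tumours and by 0.321 in ENZR (adjusted p 0.0172, at most 0.0516 over the alternatives) in 12 of 15. Proteasome scores were lower by -0.603 and -0.786 (exact permutation, adjusted p 0.0133 and 5.5e-05) and hypoxia scores by -0.682 and -0.550 (adjusted p 0.0184 and 0.0172), and these 4 results no longer passed with z-scores, nor did cholesterol synthesis and ERBB in ENZR. The neuroendocrine score passed in 0 of the 7 comparisons, with unadjusted p from 0.0946 to 0.994.

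ENZS tumours were next set against CRPC tumours, both of which came from castrated mice. Here limma called 414 genes, 186 higher and 228 lower. Rescaled TPM gave 497 genes, 279 higher and 218 lower, and centring gave 436, 107 higher and 329 lower, as the median of all genes moved from 0.15 to 0.21 and 0.01. The largest falls were those of PBK (chromosome 8, 27809624 to 27837817), UBE2C (chromosome 20, 45812644 to 45816952) and BIRC5 (chromosome 17, 78214253 to 78225635), with log2 differences of -2.95 (SE 0.46, limma adjusted p 2.54e-05), -2.93 (SE 0.47, limma adjusted p 3.94e-05) and -2.88 (SE 0.47, limma adjusted p 3.94e-05), each in 12 of 12 tumours. The largest rises were those of CP (chromosome 3, 149162414 to 149221829) at 2.58 (SE 0.62, limma adjusted p 0.00419) in 11 of 12 tumours, SYNE1 (chromosome 6, 152121687 to 152637362) at 2.43 (SE 0.48, limma adjusted p 0.000441) in 12 of 12, and AOC1 at 1.99 (SE 0.60, limma adjusted p 0.0261) in 9 of 12. AOC1 did not pass without the expression filter (adjusted p 0.0637, the highest of the alternatives). On the panel 3 of 9 genes passed over all genes, 4 adjusted over the list alone and 6 over all genes with rescaled TPM. MKI67 and TOP2A had log2 differences of -1.76 (SE 0.31, limma adjusted p 8.56e-05) and -2.41 (SE 0.43, limma adjusted p 9.75e-05), and NR3C1 rose by 1.53 (SE 0.27, limma adjusted p 0.000104) from 0.591 ± 0.249 TPM, in 12 of 12 tumours each. KLK3 at -1.14, EGFR at 0.46 and ERBB2 at 0.78 passed with rescaled TPM but not as deposited, against -1.22, 0.39 and 0.70 as deposited (limma adjusted p 0.169, 0.400 and 0.0996).

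The proliferation index was lower in ENZS than in CRPC by -1.06 (permutation p 1e-05, the smallest that 100000 resamples can give, adjusted p 5.5e-05) in 12 of 12 tumours. UBE2C, BIRC5, MKI67 and TOP2A are part of its G2/M list. Ribosomal protein scores were lower by -1.24 (adjusted p 5.5e-05, permutation) and ERBB scores higher by 0.516 (adjusted p 5.5e-05, permutation), and cholesterol synthesis scores were lower by -0.629 (adjusted p 0.00297, permutation), each in 12 of 12 tumours. The cholesterol synthesis result did not pass with z-scores (adjusted p 0.0623, permutation, range over the alternatives 0.000449 to 0.218). The androgen-induced score did not pass, with a difference of -0.383 (permutation p 0.0503, adjusted p 0.0807) and 9 of 12 tumours below the CRPC median. Proteasome and hypoxia scores did not pass either (adjusted p 0.0699 and 0.451, permutation).

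The relapse after castration was compared with the response before it. According to the study, CRPC tumours were taken when serum prostate-specific antigen was back at its level before castration, or at the size endpoint. POST-CX tumours were taken at the lowest point of the antigen. Differences between them may thus follow in part from tumour size, from time and, for KLK3, from the collection rule. Between CRPC and POST-CX 0 genes were called, with 1154 genes at an unadjusted p under 0.05. This number was sensitive to the method: array weights, which give less weight to tumours far from their group, called 90 genes, 49 higher and 41 lower, and a fit of only the 2 groups called 27, 26 higher and 1 lower. The balance depended on the scaling. Rescaled TPM called 2 genes, 0 higher and 2 lower, and the median of all genes moved from 0.17 to -0.07. On the panel 0 genes passed over all genes, 1 adjusted over the list alone and 2 without adjustment. KLK3 was higher by 1.94 (SE 0.61, limma adjusted p 0.449) in 10 of 10 tumours, and passed in the fit of only the 2 groups (adjusted p 0.0113, range over the alternatives 0.000533 to 0.739). List scores differed where single genes did not. The androgen-induced score was higher by 0.586 (exact permutation, adjusted p 0.00815) in 9 of 10 tumours, and cholesterol synthesis by 0.874 (exact permutation, adjusted p 0.000677) in 10 of 10. Hypoxia was higher by 0.594 (exact permutation, adjusted p 0.0180, at most 0.0508 over the alternatives) in 9 of 10. The ribosomal protein score was higher by 0.408 (exact permutation, adjusted p 0.0370) but did not pass with rescaled TPM (0.278, adjusted p 0.185, range over the alternatives 0.0376 to 0.842). The proliferation index did not differ, at 0.0162 (exact permutation, adjusted p 0.968) with 5 of 10 tumours above the POST-CX median.

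The relapse under enzalutamide was compared in the same way. Between ENZR and ENZS 1 gene was called of 17131, with 1914 at an unadjusted p under 0.05. This gene, named after its value was seen, was P3H2 (chromosome 3, 189956728 to 190122278), which fell by 1.14 (SE 0.23, limma adjusted p 0.0493) from 3.63 ± 2.86 TPM (SD, n = 12) to 0.827 ± 0.472 TPM (n = 15), below the ENZS median in 15 of 15 tumours and below the ENZS range in 3. It did not pass with rescaled TPM (adjusted p 0.114, range over the alternatives 0.0795 to 0.263). On the panel 0 genes passed over all genes, 0 adjusted over the list alone and 2 without adjustment. The proliferation index was higher in ENZR by 0.266, which did not pass (permutation p 0.0867, adjusted p 0.131), with 10 of 15 tumours above the ENZS median. Taking each list and tumour as its own observation (45 against 36 pairs) in a rank-sum test gave p 0.00647, but the 3 lists of a tumour are not independent. The androgen-induced score was lower by -0.256 (adjusted p 0.135, permutation) in 12 of 15 tumours. Of the lists, only ERBB passed, lower by -0.267 (permutation p 0.00799, adjusted p 0.0172) in 13 of 15 tumours, and the highest adjusted p of its alternatives was 0.0565.

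The 2 relapse steps were then compared with each other. For 32 genes the change from ENZS to ENZR differed from the change from POST-CX to CRPC, and all 32 were lower under enzalutamide. Rescaled TPM gave 13 genes, 5 higher and 8 lower, of which 7 were among the 32, and the median of all genes moved from -0.37 to 0.03. The largest differences were those of the long non-coding RNAs LINC00844 (chromosome 10, 58999518 to 59001617) at -3.77 (SE 0.67, limma adjusted p 0.00438) and GAPLINC (chromosome 18, 3466250 to 3478978) at -2.13 (SE 0.42, limma adjusted p 0.0135), and of the protein-coding CAMK2D (chromosome 4, 113451032 to 113761738) at -1.86 (SE 0.44, limma adjusted p 0.0466). LINC00844 was at 1.89 ± 0.688 TPM in POST-CX (SD, n = 8), 19.8 ± 12.6 TPM in CRPC (n = 10), 14.1 ± 13.9 TPM in ENZS (n = 12) and 6.16 ± 9.47 TPM in ENZR (n = 15). With rescaled TPM LINC00844 had a difference of -3.62 (limma adjusted p 0.0121, range over the alternatives 4.95e-05 to 0.0321), GAPLINC of -1.83 (limma adjusted p 0.0484, range 0.000193 to 0.0623) and CAMK2D of -1.41 (limma adjusted p 0.0567, range 0.00361 to 0.122). KLK3 had a difference of -2.85 that did not pass over all genes (SE 0.79, limma adjusted p 0.0887). On the panel 0 genes passed over all genes, 1 adjusted over the list alone and 2 without adjustment.

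Among the list scores, androgen-induced (-0.842, permutation p 0.00067, adjusted p 0.00368) and cholesterol synthesis (-0.942, permutation p 0.00015, adjusted p 0.00165) differed between the relapse steps, with adjusted p of up to 0.0792 and 0.0994 over the alternatives. Both rose from POST-CX to CRPC and did not rise from ENZS to ENZR. According to the study, collection followed serum prostate-specific antigen, the product of KLK3, which is on the androgen-induced list. CRPC tumours were taken when it was back at the level before castration, or at the size endpoint. For ENZR tumours the mark was the level before enzalutamide, or the same endpoint. Part of the androgen-induced difference may thus follow from the collection rule. The difference of the proliferation index was 0.249 (permutation p 0.491, adjusted p 0.600), and no other list passed, the lowest being proteasome at -0.622 (permutation p 0.0257, adjusted p 0.0941). The mean index was -0.647 in ENZS against 0.399 in POST-CX, and -0.382 in ENZR against 0.416 in CRPC. Such gaps between treatments widen the resampled differences, so a result that did not pass does not show equal steps.

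Spread between tumours was compared between ENZR and ENZS. The mean absolute deviation of the proliferation index was 0.315 in ENZR and 0.117 in ENZS, a difference of 0.198 (permutation p 0.123). For the androgen-induced score it was 0.173 and 0.362, a difference of -0.189 (permutation p 0.127). Neither of these 2 planned tests passed. Of the 9 other scores, ERBB had the lowest p, with deviations of 0.224 in ENZR and 0.0790 in ENZS (permutation p 0.0239, not adjusted for the 11 scores).

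The relation of the androgen-induced score to the proliferation index was examined within groups. Across the 12 ENZS tumours r was 0.684 (permutation p 0.00719, adjusted p 0.0180) and rho 0.790 (permutation p 0.00314, adjusted p 0.0157), and r was 0.837 without the 2 tumours farthest from the median. The androgen-induced scores left a gap between 8 tumours from -0.787 to -0.133 and 4 from 0.186 to 0.531. Within these 8, where the split leaves a smaller range of the score, the relation did not pass. There r was 0.534 (permutation p 0.194) and rho 0.619 (permutation p 0.115). A cut at the largest gap in the index split the ENZR tumours into a set of 11 from -0.765 to -0.519 and a set of 4 from 0.083 to 0.594. The cut was chosen from these same values, and whether the sets are distinct was not tested. Over all 15, r was 0.866 (permutation p 0.00081, adjusted p 0.00405) while rho was 0.357 (permutation p 0.194, adjusted p 0.323). Without the 2 tumours farthest from the median (mice 75 and 104, both of the set of 4) r was 0.549 (permutation p 0.0839, n = 13) and rho 0.011 (permutation p 0.978). Within the 11, where the split leaves a narrow range of the index, r was -0.474 (permutation p 0.141) and rho -0.400 (permutation p 0.225). The r over all 15 thus rests on the tumours with a high index, and no graded relation across the group was shown. In the other groups the adjusted p of r was 0.430 or above by permutation, with r of -0.416 in PRE-CX (n = 9), 0.124 in POST-CX (n = 8) and 0.192 in CRPC (n = 10).

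**Figure D5:**
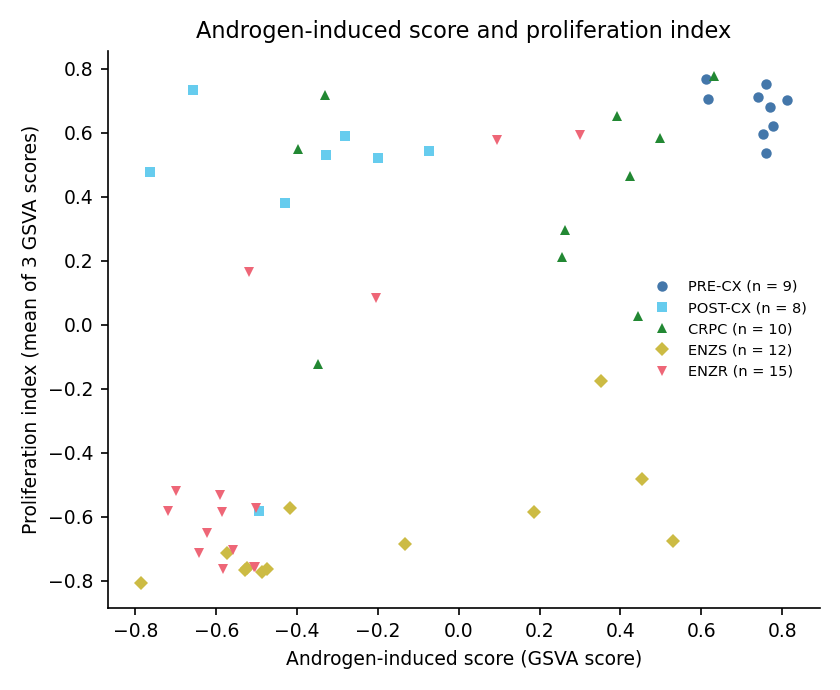
Androgen-induced GSVA score (x axis, no unit) against proliferation index (y axis, no unit) for each tumour, by group. In ENZS r is 0.684 over 12 tumours, and a cut at the largest gap in the index leaves 11 ENZR tumours with a low index and 4 with a high index.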

Values the study reported

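The study reports RNA-seq of 54 tumours of this LNCaP xenograft model across the 5 groups and used pathway scores from them to predict responses to 155 drugs. It describes a cluster of predicted drug responses that held all 12 ENZS and 10 of 15 ENZR tumours, with ENZR tumours spread over all of its clusters. It states that proliferation scores of ENZR tumours tended to be higher than those of ENZS tumours without reaching significance.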

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

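Of the tests below, the random lists were fixed before results were seen, and so was rescaled TPM as an alternative for the scores. The other tests were chosen only after the results were seen.

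The relapse step under enzalutamide differed from that after castration in the androgen-induced score by -0.842 and in the cholesterol synthesis score by -0.942. The 2 tumours of lowest TPM total were a candidate explanation, but without them the differences were -0.837 (permutation p 0.00121) and -0.909 (permutation p 0.00029). Differing TPM totals might also have caused them, but with rescaled TPM they were -0.786 (permutation p 0.00266) and -0.752 (permutation p 0.00057). A shift of most genes might have carried the lists along. With rescaled TPM, the mean log2 difference was -0.72 for the androgen-induced and -0.277 for the cholesterol synthesis list. Of 10000 random lists matched on expression, 0 had a mean as low as either. Rescaling had already removed most of the shift, with a median of all genes of 0.03. The random lists therefore cannot judge the shift in the deposited values. Genes drawn at random also need not vary together as genes of a list may. For the androgen-induced score, the other tests argue against the 2 tumours and the differing totals as explanations. For cholesterol synthesis, differing totals may account for part, as rescaled z-scores gave -0.6675 with an adjusted p of 0.0994 (permutation, range over the alternatives 0.00154 to 0.0994). The groups differ both in treatment and in the point of collection, and these cannot be separated here.

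All 32 genes called in this comparison were lower, LINC00844 at -3.77, GAPLINC at -2.13 and CAMK2D at -1.86 among them. The 2 tumours of lowest total, ENZR mouse 87 and POST-CX mouse 91, may explain why every call had the same direction, because the median over all genes was -0.37 with them and -0.06 (-0.062) without them. Without them 44 genes were called, 7 higher and 37 lower, 25 of which were among the 32.

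Single tumours stood apart from their group in 11 of 63 sets of values over 21 measures, where 3.15 are expected by chance. Only PRE-CX, POST-CX and CRPC were tested, since the test covers groups of up to 10 tumours, so ENZR mouse 87 with its total of 12.1% was not part of it. Of the 11, 8 were POST-CX mouse 91. The gap to the next tumour, as a fraction of the range, was 0.731 for its proliferation index, 0.640 for DNA replication, 0.745 for S phase, 0.661 for G2/M, 0.608 for KLK3, 0.786 for FKBP5, 0.681 for MKI67 and 0.737 for TOP2A, with this tumour lowest each time. These measures share genes. CRPC mouse 47 was lowest in cholesterol synthesis (0.628), PRE-CX mouse 62 highest in NR3C1 (0.498) and CRPC mouse 43 lowest in TPM total (0.617). The low total of mouse 91, 27.9%, could explain its values, but with rescaled TPM it was still apart in 6 of its 8 measures, which argues against it for those 6. Its KLK3 and MKI67 were no longer apart, at 0.262 and 0.441. With mouse 47 and mouse 62, whose totals were 89.4% and 90.0%, 8 of the 11 were still apart, and the total of mouse 43 has no rescaled value.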

How the results depend on the processing

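Each result was recomputed under the alternatives. Of the 23 score results read first, 10 kept their reading under all alternatives and 13 changed under at least 1. Of the 33 results of other lists that passed, 16 no longer passed under at least 1 alternative. Of the 39 results of other lists that did not pass, 23 changed under at least 1. Of 53 single-gene results that passed, 49 kept their reading under all alternatives that could be run for them (11 or 12). KLK3 did not pass in POST-CX and ENZS against PRE-CX, CRPC against POST-CX and the difference between the relapse steps. These 4 results each passed under at least 1 alternative. Of the 49 other panel results that did not pass, KLK3 in ENZS against CRPC among them, 26 changed under at least 1. The cause of each change was not tested unless stated.

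Counts against PRE-CX and of ENZS against CRPC moved by more than 1.5 times only with the pseudocount, the minimum mean TPM or the log2 threshold. A pseudocount of 0.1 gave 742 genes for POST-CX, 1093 for CRPC, 3647 for ENZS and 2620 for ENZR against PRE-CX, 761 for ENZS against CRPC and 21 for the difference between the relapse steps. Only genes with a mean of at least 5 TPM gave 347 for CRPC, 1357 for ENZS and 953 for ENZR against PRE-CX, 270 for ENZS against CRPC, 1 for CRPC against POST-CX (LINC00844) and 19 for the difference between the relapse steps. Without the log2 threshold the counts against PRE-CX were 741, 1272, 6590 and 4981 in the same order, with 1529 for ENZS against CRPC and 3 for ENZR against ENZS. Every other alternative gave 0 genes for ENZR against ENZS.

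CRPC against POST-CX and the difference between the relapse steps had their highest counts with array weights. CRPC against POST-CX, with 0 genes called, gave 27 in a fit of only the 2 groups, 2 with rescaled TPM, 7 with centring, 6 with quantile normalisation, 90 with array weights and 12 with the rank-sum test. Without the 2 tumours of lowest total it gave 5, rescaled as well 15, and 2 with the total as a covariate. The difference between the relapse steps, with 32 genes, gave 3 without the filter, 8 in a fit of only the groups compared, 13 with rescaled TPM, 64 with centring, 147 with array weights and 13 with the covariate.

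The proliferation index of POST-CX against PRE-CX no longer passed with z-scores (-0.595, adjusted p 0.0925), rescaled TPM (-0.227, adjusted p 0.0852), quantile normalisation (-0.194, adjusted p 0.113) or rescaled z-scores (-0.373, adjusted p 0.187), by permutation tests. That of CRPC against PRE-CX no longer passed with z-scores (-0.341, adjusted p 0.0925), quantile normalisation (-0.241, adjusted p 0.0665), rescaled z-scores (-0.482, adjusted p 0.0588) or a rank-sum permutation test (-0.260, adjusted p 0.0876). Between CRPC and POST-CX the index changed direction with only the tested symbols (-0.126), rescaled TPM (-0.0454), quantile normalisation (-0.0476), without the 2 tumours of lowest total (-0.135) and with rescaled z-scores (-0.109), never passing (adjusted p 0.393 to 1). Between ENZR and ENZS it passed only when list and tumour pairs were taken as observations (0.266, p 0.00647). Its difference between the relapse steps reversed with z-scores (-0.149, adjusted p 0.880).

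The androgen-induced score of CRPC against POST-CX no longer passed with only the tested symbols (0.405, adjusted p 0.0836) or rescaled z-scores (0.440, adjusted p 0.0574), and its difference between the relapse steps not with only the tested symbols (-0.565, adjusted p 0.0792), by permutation tests. The difference in spread of the index passed with only the tested symbols (0.223, permutation p 0.0484), and that of the androgen-induced score reversed with z-scores (0.0916, permutation p 0.847).

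The correlation in ENZS no longer passed with only the tested symbols (r 0.637, adjusted p 0.0582) or rescaled z-scores (r 0.619, adjusted p 0.0806), and over all ENZR tumours not with rescaled z-scores (r 0.628, adjusted p 0.0608), by permutation tests. In POST-CX it reversed with only the tested symbols (r -0.0936) and without the 2 tumours of lowest total (r -0.216), and passed with z-scores (r 0.893, permutation, adjusted p 0.0291). In PRE-CX it reversed with z-scores (r 0.379) and rescaled z-scores (r 0.383).

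Among the other lists, cholesterol synthesis no longer passed with z-scores in ENZR against PRE-CX (adjusted p 0.108) and ENZS against CRPC (adjusted p 0.0623). With rescaled z-scores it no longer passed in ENZS and ENZR against PRE-CX (adjusted p 0.0574 and 0.0715), by permutation tests. The same held for ENZS against CRPC (adjusted p 0.218) and the difference between the relapse steps (adjusted p 0.0994). The ribosomal protein score of CRPC against POST-CX no longer passed under 7 of 8 alternatives.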

Other observations

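Of the tests below, the test for mouse reads and the regrouping of tumours were fixed before results were seen, and the others were chosen only after the results were seen.

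The first principal component of log2(TPM + 1) held 40.4% of the variance and followed the log2 TPM total (r 0.904 over all tumours). Within groups r was 0.953 (permutation p 1e-05, the smallest possible) and rho 0.699. Without the 2 tumours of lowest total r was 0.67 (permutation p 0.00018) and rho 0.315, so much of the relation rests on those 2. Differing TPM totals are a likely explanation for r, since with rescaled TPM the within-group r was 0.184 (permutation p 0.260), and 0.185 without the 2 tumours. For the rank relation in the other tumours this was not shown, as rho with rescaled TPM was 0.356 without the 2.

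Totals below 1000000 could come from mouse transcripts left out after TPM were computed, in which case tumours with low totals may also hold more mouse reads counted as human. The rescaled stroma and blood score had a within-group r of -0.116 with the log2 total (permutation p 0.492), and of -0.403 (permutation p 0.00754, n = 52) without the 2 tumours of lowest total. The test cannot tell, because only 10 of the 25 genes passed the expression filter and some of these may be human transcripts of the tumour cells. The score did not differ in any of the 7 comparisons (permutation p 0.0529 to 0.991).

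The androgen-induced score and the proliferation index had an r of 0.866 over all 15 ENZR tumours (permutation p 0.00081, adjusted p 0.00405). The 2 tumours farthest from the median may explain much of it, because r was 0.549 without them (permutation p 0.0839, n = 13) and rho 0.011. Both belong to the 4 tumours with a high index. The low total of ENZR mouse 87 is argued against, with r 0.864 without it (permutation p 0.00091, n = 14).

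Tumours were regrouped at random into groups of the same sizes, 100 ways with the real one included, and genes called again. For the difference between the relapse steps, labels were permuted within the responding and within the resistant tumours. The null there is thus no treatment effect at either stage. As many genes as in the real groups were called in 1 of 100 for POST-CX, CRPC, ENZS and ENZR against PRE-CX and for ENZS against CRPC, and in 2 of 100 for the difference between the relapse steps. For ENZR against ENZS it was 12 of 100, so chance could account for the count of 1 gene. For CRPC against POST-CX it was 100 of 100, which says nothing, since no split can have fewer than 0 genes.

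No paired analysis was possible because no label links tumours of different groups. Genetic drift between tumours, immune effects, which NOD-SCID mice largely lack, and the amount of each tumour that was human were not analysed here.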
